A study of Macaca mulatta with 30 samples.

How the data were processed

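Gene expression was measured by RNA sequencing in 5 tissues of 6 rhesus macaques (Macaca mulatta): the parotid, submandibular and sublingual salivary glands, the pancreas and the liver. Each animal gave 1 library per tissue, 30 libraries in all. Per the labels, animals 1 to 4 were female and animals 5 and 6 were male, RNA was extracted from frozen tissue sections with a column kit and DNase treatment, and paired reads of 150 bases were produced on an Illumina HiSeq. The library name of the parotid sample of animal 3 gives the right gland, and those of the other parotid samples the left.

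The authors deposited a single table of TPM values (transcript abundances scaled to transcript length and to a fixed total per library), with 21292 gene names, identifiers of the LOC kind included, and 1 column per library. The name of that table points to kallisto, a program that assigns reads to transcripts without aligning them to the genome. The version, the transcriptome it was given and the way transcripts were summed to genes are not stated. Every column sums to the same fixed total, so sequencing depth is unknown, and no interval or detection floor that needs a depth is given. Because the values are shares of a fixed total, a rise in a few abundant genes lowers all others. No per-sample column was left unused (0 columns).

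The design allowed for counts or for TPM. As the values are TPM, no count-based test was used, and differences were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1). Fold changes are on that scale, which understates the change of low genes. Genes with at least 1 TPM in at least 6 libraries were kept, which left 13550. A linear model with tissue and animal was fitted to all 30 libraries together, with moderated variances that follow a trend in mean expression. P-values were two-sided and adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The comparisons were each gland against pancreas, pancreas against liver, and the glands against each other. Animal entered as a block because the labels give the same animal numbers in every tissue and the design is within-subject. The pairing was checked by correlating the deviations of libraries from their tissue means.

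The genes described in the text follow a rule fixed before the data were examined, as were the groups, the tests and most of the alternatives. They comprise every gene called an amylase by the table or by the gene name table. For each gland against pancreas and for pancreas against liver they also comprise the 3 genes with the largest rise and the 3 with the largest fall, and for each pair of glands the 2 largest each way. Eligible genes had a symbol other than a LOC identifier, an adjusted p-value below 0.05, the same direction in all 6 animals and a mean of at least 100 TPM in the higher tissue. Lists of marker genes for tissues, blood, fat, muscle and the Y chromosome were also fixed in advance. Single marker genes are named where they check a tissue label.

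AMY2B was the only gene named as an amylase. The within-animal differences in its log2(TPM + 1) were tested for all 10 tissue pairs with an exact two-sided sign-flip permutation test over 64 sign patterns, whose smallest possible p-value is 0.03125, and adjusted over the 10 pairs. Gene names and neighbours were taken from a RefSeq gene table of assembly T2T-MMU8v2.0, in which 19177 of the symbols (90.1%) were found. The genome build behind the deposited values is not stated, so coordinates are not printed. In that table the nearest protein-coding genes on one side of AMY2B are LOC114669773 and LOC713027. Both carry identifiers in place of names, as do 3720 genes of the deposited table, and they were added after the data had been seen, as was their sum with AMY2B. Whether these neighbours are amylase genes is not known, and their similarity in sequence to AMY2B was not measured. If they are near-identical copies, shared reads may be divided among them in a way that is not stated. The value of each single gene is therefore uncertain, and the sum is given beside it.

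The alternatives were a fit without the animal block, a fit to only the 12 libraries of the compared tissues, quantile normalisation, scaling by trimmed-mean factors, no filter, a filter of at least 5 TPM, limma without the trend, a pseudocount of 0.1, and an added minimum change of 1 on the log2 scale. The trimmed-mean factors were computed without weights, with 30% of the log ratios and 5% of the mean levels trimmed at each end. For AMY2B they were a pseudocount of 0.1, TPM relative to all genes except the top 100, trimmed-mean scaling, an exact permutation between unpaired groups over 924 splits, and the 3-gene sum. Leaving out each animal in turn was added after the data had been seen.

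The fit was tested on simulated data for the 13550 genes, of which 200 were changed by known amounts. It called 89% of the changed genes in the right direction, 5.32% of its calls were false, and its estimates averaged 99.9% of the true change. The simulated noise was normal, each gene had the same spread in every tissue, and no library was shifted as a whole. Genes were changed only in pancreas, and only pancreas against liver was read. The real libraries depart from these settings, so 5.32% is not an estimate of the false share among the real calls. The highest correlation between any 2 libraries was 0.979 and 0 pairs held identical values, so all 30 were counted as separate samples. No library was left out. The salivary marker list was not used as a list, because only 16 of its 25 genes (64%) were present under those symbols. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.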

Results

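Each of the 6 macaques contributed a parotid, a submandibular, a sublingual, a pancreas and a liver library, so each tissue had 6 biological replicates paired by animal. A library listed between 16942 and 18574 genes above 0 TPM, and between 8477 and 13515 genes with at least 1 TPM. The 10 most abundant genes took 72.2% ± 16.6 of all TPM in parotid (SD, n = 6), 65.3% ± 26.6 in submandibular gland, 37.0% ± 13.8 in sublingual gland, 40.2% ± 13.5 in pancreas and 23.7% ± 2.97 in liver. Mitochondrially encoded genes took 2.64 to 24.7% of a library. Libraries of the same animal deviated together only in part: the mean correlation of their deviations from the tissue means was 0.161, against -0.0186 for libraries of different animals.

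The labels were first compared with genes of known tissue or sex. The sum of 8 Y-linked genes was 0.543 to 5.25 TPM in the 20 libraries of females and 84.3 to 308 TPM in the 10 libraries of males. All 15 pancreas marker genes were lower in each gland than in pancreas, 14 of them past the threshold in limma, with a median log2 fold change of -6.12 in parotid, -6.31 in submandibular gland and -6.18 in sublingual gland. In pancreas against liver, all 15 were higher and 14 passed, with a median of 5.62. All 17 liver markers were lower in pancreas than in liver and passed, with a median of -6.56. In these 5 sets of comparisons, 73 of 77 tests passed an adjusted p-value of 0.05 in limma, both when adjusted over all genes and when adjusted over each list alone.

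2 libraries of animal 4 did not carry the marker genes of their tissue. The median of the pancreas markers was 191 TPM in the pancreas library of animal 4 and 7694 to 27078 TPM in those of the other 5 animals. SMR3B, a secreted protein gene of salivary glands, stood at 914 TPM in the submandibular library of animal 4 and at 103269 to 152354 TPM in the other 5. The median of 5 adipose markers reached 1338 TPM in the former library and 713 TPM in the latter. In addition, the median of 9 skeletal muscle markers was 10369 TPM in the parotid library of animal 6, against 0.446 to 787 TPM in the other 5 parotid libraries, and its 10 most abundant genes took 38.8% of all TPM, against 73.4 to 81.4%. In sublingual gland the muscle marker median was 2956 TPM in animal 5 and 979 TPM in animal 1, against at most 39.5 TPM in the other 4. ZG16B was the most abundant gene in the sublingual libraries of animals 2, 3, 5 and 6. The sublingual library of animal 4 was low in this gene, at 2016 TPM against 31360 to 332616 TPM in the other 5. Its most abundant gene was SPRR3, at 3.88% of all TPM. Its mean correlation was still highest with sublingual libraries, at 0.838, so how far it represents the gland is uncertain. Liver held ZG16B at 1853 ± 434 TPM. These libraries stayed in every comparison, and for AMY2B against pancreas, for AMY2B in pancreas against liver and for the numbers of changed genes the values without animal 4 are given beside those with it.

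**Figure D1:**
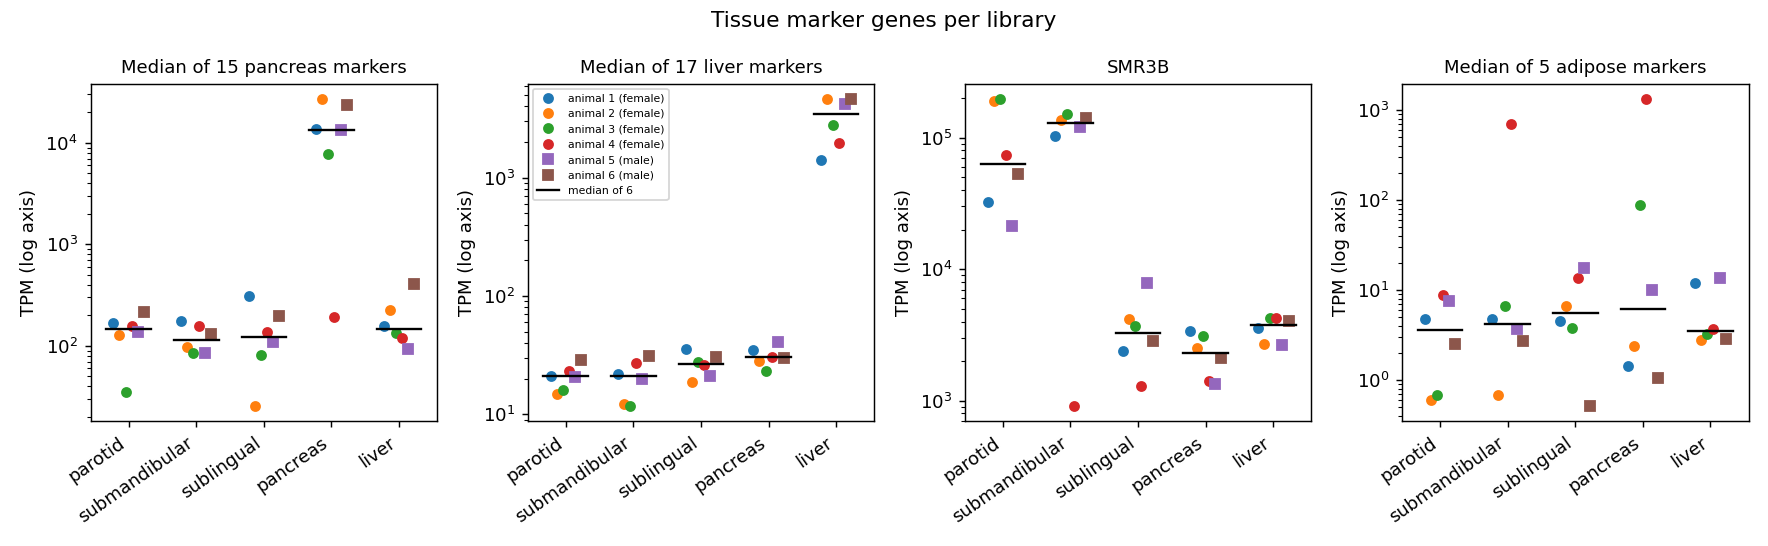
TPM on a log axis for the median of 15 pancreas markers, the median of 17 liver markers, SMR3B and the median of 5 adipose markers, with 1 point per library, circles for females, squares for males and black lines for the median of 6. The pancreas library of animal 4 sits at 191 TPM in the first panel, under the 7694 TPM of the next lowest pancreas library, and its submandibular library sits at 914 TPM for SMR3B.

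The central question was in which of these tissues amylase genes are expressed, with the glands compared to pancreas and pancreas compared to liver. AMY2B stood at 6956 ± 7515 TPM in pancreas (mean ± SD, n = 6), 186 ± 64.7 TPM in parotid, 112 ± 19 TPM in submandibular gland, 106 ± 53.7 TPM in sublingual gland and 129 ± 31.3 TPM in liver. The pancreas values ran from 139 TPM in animal 4 to 17002 TPM in animal 2. AMY2B was lower in parotid than in pancreas in 6 of 6 animals, with a log2 fold change of -3.71 (SE 0.75, limma adjusted p = 0.00103). It was lower in submandibular gland in 6 of 6 animals (-4.40, SE 0.75, adjusted p = 0.000191) and in sublingual gland in 5 of 6 animals (-4.69, SE 0.75, adjusted p = 5.59e-05). Pancreas exceeded liver in 5 of 6 animals (4.21, SE 0.75, adjusted p = 8.03e-05). Without the animal block the adjusted p-values of these 4 comparisons were 0.000846, 0.000129, 3.55e-05 and 5.70e-05. With only the 12 libraries of each pair fitted, the limma adjusted p-values were 0.0217, 0.00233, 0.00858 and 0.00374. With trimmed-mean scaling they were 0.0225, 0.00349, 0.000242 and 0.000176 in limma. Without animal 4 the log2 fold changes were -4.44, -5.25, -5.67 and 5.09. No gland passed the threshold against liver in limma, where the SE of 0.75 was shared by all 5 tissues, pancreas included, with log2 fold changes of 0.51 in parotid, -0.18 in submandibular gland and -0.47 in sublingual gland and adjusted p-values of 0.571, 0.855 and 0.692. For the glands against liver, fitting only the 12 libraries of each pair gave limma adjusted p-values of 0.157, 0.714 and 0.318. The difference between parotid and liver depended on the scaling. It was 1.72 with trimmed-mean scaling and 2.12 relative to all genes except the top 100, each with an exact sign-flip p = 0.03125 (adjusted 0.0781 and 0.0893), against 0.51 and an exact p = 0.219 in TPM as deposited.

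The exact sign-flip test of the within-animal differences, which makes no use of other genes, gave p = 0.03125 for parotid and for submandibular gland against pancreas, the smallest value that 6 animals allow. The differences nearest to none were -0.045 in parotid and -0.13 in submandibular gland, both in animal 4. Its pancreas library lacked the markers of its tissue, so the counts of 6 of 6 rest on a near tie there. The exact p was 0.0625 for sublingual gland against pancreas and for pancreas against liver. In both pairs the only animal going the other way was animal 4. Its AMY2B values were 139 TPM in pancreas, 160 TPM in sublingual gland and 156 TPM in liver. Adjusted over the 10 tissue pairs, the sign-flip permutation p-values were 0.104, 0.104, 0.125 and 0.125, and 0 of 10 pairs passed 0.05, against 3 of 10 before adjustment. With 6 animals a pair can pass after this adjustment only if at least 7 of the 10 reach the smallest exact p-value, so the adjusted result was largely set by the design. The third of these was parotid against submandibular gland, where AMY2B was higher in parotid in 6 of 6 animals by 0.69 ± 0.53 (SD of the log2 differences). In limma this pair did not pass, with an adjusted p = 1. With trimmed-mean scaling and relative to all genes except the top 100, the exact p for parotid against pancreas rose to 0.0938 and 0.125. Permuting tissue labels between unpaired groups, without the block, gave exact adjusted p-values of 0.0346, 0.0108, 0.0216 and 0.0216 for the 4 comparisons above and 0.0108 for parotid against submandibular gland. Among the alternatives tried, the one that moved the AMY2B difference between parotid and pancreas most was the sum of AMY2B with its 2 neighbours, which brought it from -3.71 to -0.71. Both means include animal 4, whose pancreas library lacked the markers of its tissue.

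The 2 neighbours of AMY2B in assembly T2T-MMU8v2.0 had different profiles, and both were chosen after the data had been seen. LOC114669773 stood at 27812 ± 26122 TPM in pancreas (n = 6) and at 307 ± 148, 207 ± 89.5 and 305 ± 261 TPM in parotid, submandibular and sublingual gland, with 493 ± 212 TPM in liver. It was lower in all 3 glands than in pancreas in 6 of 6 animals, with log2 fold changes of -5.59, -6.07 and -5.84 (SE 0.69, limma adjusted p = 1.89e-06, 7.14e-07 and 8.16e-07). It was higher in pancreas than in liver in 6 of 6 animals (4.84, adjusted p = 3.37e-06). Without the animal block the limma adjusted p-values of these 4 comparisons were 4.13e-06, 1.51e-06, 1.67e-06 and 1.00e-05.

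LOC713027 had its highest mean in parotid, 13553 ± 10243 TPM (n = 6, range 3733 to 31844). It stood at 4608 ± 4109 TPM in submandibular gland, 417 ± 308 TPM in sublingual gland, 311 ± 147 TPM in pancreas and 385 ± 108 TPM in liver. The submandibular values of animals 4 and 6 were 206 and 166 TPM, and those of the other 4 animals 2832 to 9839 TPM. LOC713027 was higher than in pancreas in 6 of 6 animals in parotid (5.24, SE 0.62, limma adjusted p = 9.56e-07) and in submandibular gland (2.77, SE 0.62, adjusted p = 0.00345). Sublingual gland and pancreas did not differ (0.34, adjusted p = 0.796), nor did pancreas and liver (-0.40, adjusted p = 0.671), where trimmed-mean scaling changed the sign. Parotid exceeded sublingual gland in 6 of 6 animals (4.90, adjusted p = 3.61e-06), and its difference from submandibular gland did not pass (2.47, adjusted p = 0.107, higher in 5 of 6). Without the animal block the adjusted p-values in limma were 7.05e-06 for parotid and 0.0159 for submandibular gland against pancreas.

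Of the 3 genes only AMY2B is named as an amylase. Summed over the 3 genes, expression was 35079 ± 27829 TPM in pancreas (n = 6), 14046 ± 10249 TPM in parotid, 4926 ± 4109 TPM in submandibular gland, 828 ± 399 TPM in sublingual gland and 1007 ± 158 TPM in liver. The within-animal difference between parotid and pancreas was -0.71 ± 2.59 on the log2 scale, lower in 4 of 6 animals, with an exact sign-flip p = 0.531. It ran from -3.02 to 3.91. The highest was in animal 4, with 11322 TPM in parotid and 754 TPM in the pancreas library that lacked its tissue markers. The mean without animal 4 is not given. Submandibular and sublingual gland were lower than pancreas in 6 of 6 animals, with mean differences of -2.71 and -4.62, each with an exact p = 0.03125 and an adjusted p = 0.0781. The differences nearest to none were -0.26 and -0.095, both in animal 4. Parotid exceeded liver by 3.51 and sublingual gland by 3.91 in 6 of 6 animals, with the same exact and adjusted p-values. Over the 10 pairs, 4 passed 0.05 in the exact test before adjustment and 0 after it, under the same limit of the design.

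**Figure D2:**
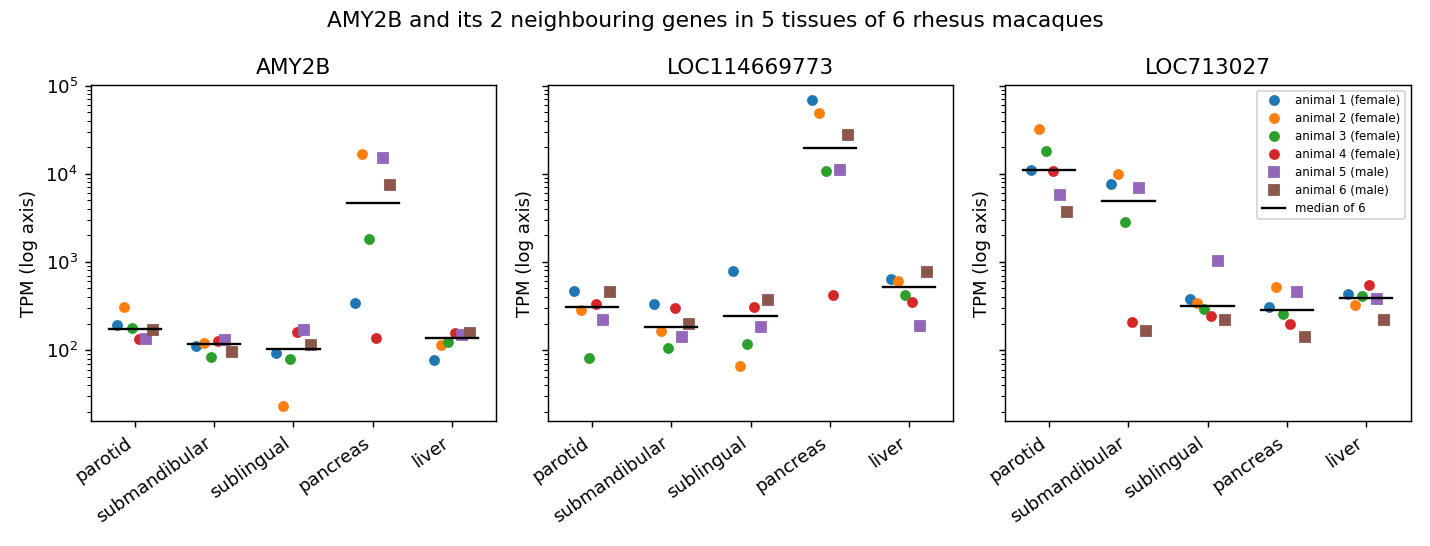
TPM on a log axis of AMY2B, LOC114669773 and LOC713027 in the 5 tissues, with 1 point per library, circles for females, squares for males and black lines for the median of 6. AMY2B and LOC114669773 are highest in pancreas, with animal 4 at 139 and 420 TPM, and LOC713027 is highest in parotid, from 3733 to 31844 TPM.

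Across all 13550 genes tested, parotid differed from pancreas in 2141 genes at an adjusted p-value below 0.05 in limma, 303 higher and 1838 lower. Without the animal block the number was 1685. Leaving out animal 3 moved it most, to 947, and leaving out animal 4 gave 2718. The median log2 fold change of all genes was -0.48, and scaling by trimmed-mean factors, which brought that median to 0.04, gave 2353 genes with 1208 higher and 1145 lower, 1411 of them shared with the unscaled result. Submandibular gland differed from pancreas in 1316 genes, 305 higher and 1011 lower (1148 without the block, 3946 without animal 4), and trimmed-mean scaling gave 1118 higher and 1060 lower. Sublingual gland differed in 1887 genes, 1412 higher and 475 lower (1633 without the block, 4277 without animal 4), against 1539 higher and 1351 lower with trimmed-mean scaling. The median log2 fold changes of all genes in these comparisons were -0.33 and 0.23.

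The genes named here kept their direction under both scalings, and LOC identifiers such as LOC713027 were not eligible. In parotid, the largest rises among eligible genes over pancreas were in SMR3B (log2 fold change 4.97, SE 0.75, adjusted p = 2.97e-05), CST5 (4.89) and BPIFA2 (4.86), and the largest falls in PRSS1 (-6.80), INS (-6.78) and PNLIPRP2 (-6.52). SMR3B stood at 94707 ± 78937 TPM in parotid and 2306 ± 848 TPM in pancreas (n = 6). In submandibular gland the largest rises among eligible genes were in CST3 (3.97, SE 0.50, adjusted p = 2.71e-06), DNASE2B (3.95) and SMR3A (3.57), and the largest falls in PRSS1 (-6.98), CELA1 (-6.79) and PNLIPRP2 (-6.77). BPIFA2 (5.12), CST5 (5.01) and SMR3B (4.71) rose more there but were lower than in pancreas in animal 4, so they did not have the same direction in all 6 animals. In sublingual gland they were in CRISP3 (7.0, SE 0.51, adjusted p = 6.85e-10), BPIFB1 (6.90) and C4H6orf58 (6.83), and in CELA1 (-6.77), PRSS1 (-6.72) and PNLIPRP2 (-6.65). PRSS1 fell from 67172 ± 38855 TPM in pancreas to 391 ± 195 TPM in parotid. The 14 pancreas markers with a mean of at least 100 TPM in pancreas stood in parotid at 0.583 to 1.10% of that mean. PRSS1, CELA1, PNLIPRP2, SMR3A, SMR3B, CST3, CST5 and the BPIF genes belong to families of similar genes, and how reads were divided between members is not stated, so their single values are uncertain.

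Pancreas differed from liver in 4114 genes in limma, 916 higher and 3198 lower, and in 3744 without the animal block and 6575 without animal 4. Trimmed-mean scaling gave 4992 genes, 2064 higher and 2928 lower, and quantile normalisation gave 5392 with 54.1% higher. The median log2 fold change of all genes was -0.36 in TPM as deposited. PRSS1 (6.23, SE 0.73, adjusted p = 1.25e-07), PNLIPRP2 (6.06) and CELA1 (6.05) had the largest rises. The largest falls were in the apolipoprotein genes APOA1 (-7.10, SE 0.23, adjusted p = 9.83e-19), APOC3 (-7.04) and APOA2 (-7.01). APOA1 stood at 76.3 ± 9.63 TPM in pancreas and 10683 ± 2147 TPM in liver (n = 6).

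The salivary glands were also compared with each other. Parotid and submandibular gland differed in 47 genes in limma, 18 higher and 29 lower in parotid, with 40 without the animal block, 86 without animal 4 and 0 when only the 12 libraries of these glands were fitted (632 at an unadjusted p-value below 0.05). JCHAIN (-2.72, SE 0.57, adjusted p = 0.0226) and CST3 (-2.23, SE 0.50, adjusted p = 0.0400) were the only eligible genes, and neither passed in the fit of 12 libraries. CST3 stood at 1338 ± 386 TPM in parotid and 6194 ± 1353 TPM in submandibular gland (n = 6).

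Parotid and sublingual gland differed in 5625 genes, 121 higher and 5504 lower in parotid, or 4921 without the block, 7619 without animal 4 and 8090 without animal 6, around a median of -0.70 for all genes. Trimmed-mean scaling gave 2376, 1142 higher and 1234 lower. CST5 (4.75, SE 0.67, limma adjusted p = 1.45e-05) and SMR3B (4.42) were higher in parotid, and CRISP3 (-7.28, SE 0.51, adjusted p = 2.79e-10) and C4H6orf58 (-6.78) lower. Submandibular and sublingual gland differed in 3787 genes, 102 higher and 3685 lower in submandibular gland, or 2969 without the block and 8865 without animal 4, around a median of -0.56. With trimmed-mean scaling these were 876 higher and 1119 lower. Among eligible genes, CST3 (1.85, SE 0.50, adjusted p = 0.00817) and RCN1 (1.84) were higher in submandibular gland, and SLPI (-6.22, SE 0.40, adjusted p = 9.05e-11) and C4H6orf58 (-6.05) lower. The means of SMR3B (109106 against 3700 TPM) and BPIFA2 (89932 against 2231 TPM) lay further apart. Both genes were lower in submandibular than in sublingual gland in animal 4, so they were not eligible.

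**Figure D3:**
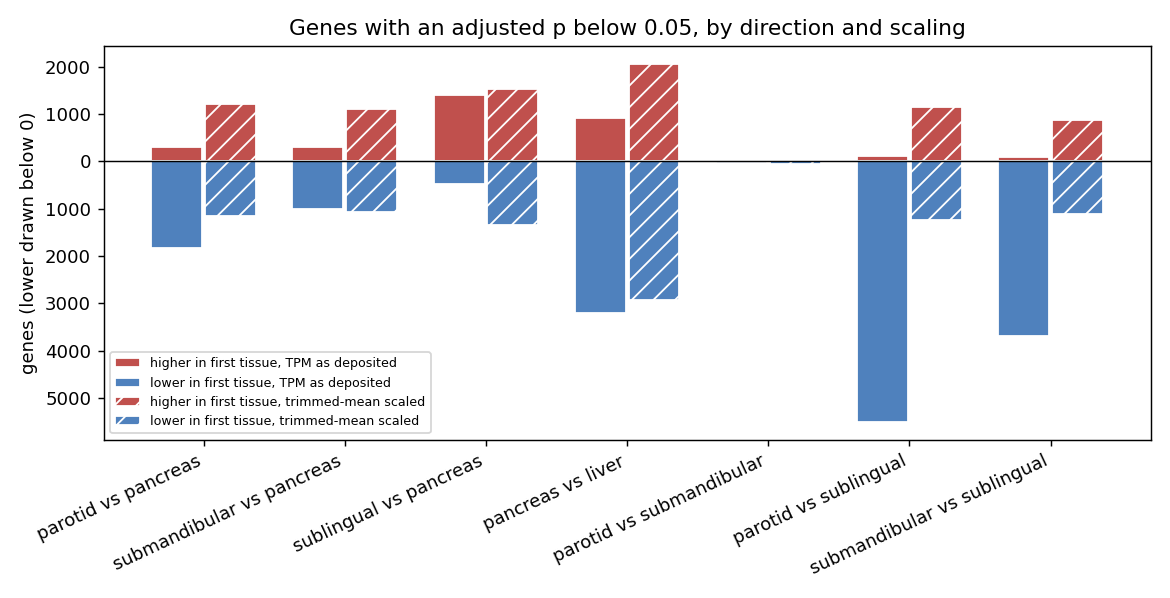
Number of genes with an adjusted p-value below 0.05 in each of the 7 tissue comparisons, drawn upwards from 0 when higher in the first tissue and downwards when lower, for TPM as deposited (plain bars) and after trimmed-mean scaling (hatched bars). Parotid against sublingual gland changes from 121 higher and 5504 lower to 1142 higher and 1234 lower.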

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

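All tests in this part were chosen only after the result was seen, except the counts of other splits of the samples. A library was picked out when its log2 value lay far from the other 5 of its tissue, with a gap to the nearest that exceeded the critical share of the whole range in a Dixon test at the 5% level. This was applied to 50 sets of 6 libraries, where chance gives about 2.5, and it picked out 9. Of these, 7 belong to the pancreas or submandibular library of animal 4. In 30 comparisons of the sexes for the 3 neighbouring genes, the females and the males did not all move in opposite ways in any. The design gives no group that separates animal 4 from the others, so no biological explanation was tested for its libraries.

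In the pancreas of animal 4, the pancreas marker median was 191 TPM (next 7694), LOC114669773 was at 420 TPM (next 10661) and the 3-gene sum at 754 TPM (next 12746). The adipose marker median of this library was 15.1 times the highest of the other pancreas libraries, and its blood marker median 26.5 times. A sampled piece of fat and blood with little pancreas is therefore a candidate explanation. An exchange of labels with another of the 5 tissues would give a correlation like that among libraries of a tissue. With all other libraries of animal 4 left out, the highest mean correlation was 0.799, with pancreas, and pancreas libraries among themselves reached 0.931 to 0.957. The pancreas and submandibular libraries of animal 4 correlated at 0.957 with each other. Of the tested genes, 11.5% lay over 2-fold apart between them, within the 2.34 to 34.0% between pancreas libraries of other animals, which speaks against a library deposited 2 times. The AMY2B value of 139 TPM in this library is subject to the same limit.

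In the submandibular gland of animal 4, SMR3B was at 914 TPM, BPIFA2 at 406 TPM, ZG16B at 670 TPM and CA6 at 148 TPM, against at least 103269, 83114, 11208 and 9370 TPM in the other 5. The adipose marker median was 106 times and the blood marker median 77.2 times the highest of the other submandibular libraries, so fat and blood in the sampled piece may account for it. With all other libraries of animal 4 left out, the highest mean correlation was 0.765, with parotid, below the 0.838 to 0.928 among parotid libraries, which speaks against an exchange of labels.

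LOC713027 was at 1034 TPM in the sublingual gland of animal 5, and the next highest was 382 TPM. BPIFA2 was 3.00 times the highest of the other 5 sublingual libraries there, at 6174 TPM against 644 to 2060 TPM. Tissue of another salivary gland in the sampled piece may explain the value. No biological explanation was tested.

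The pancreas marker median was 35.4 TPM in the parotid of animal 3, and the next lowest was 128 TPM. Less carry-over of RNA from other tissues into the whole library would lower liver markers too. Their median there was 16.1 TPM, within the 14.9 to 29.0 TPM of the other parotid libraries, so that explanation is not borne out. A lower carry-over from pancreas alone was not tested, nor was a biological explanation.

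Other splits of the samples were made by swapping the 2 tissue labels within animals, which gives 32 splits for each comparison, the real one included. For parotid against pancreas, 1 of the 32 splits gave as many genes, the real one, and the next highest gave 952. For parotid against submandibular gland it was also 1 of 32, with 33 genes in the next highest. Submandibular gland against pancreas, sublingual gland against pancreas, and pancreas against liver each had 2 of 32 splits, the other one being that with animal 4 swapped, which gave 1698, 2282 and 4354 genes. For parotid against sublingual gland it was 2 of 32, with 8462 genes when animal 6 was swapped. For submandibular against sublingual gland it was 3 of 32, with 8936 genes when animal 4 was swapped and 8595 in a split that swapped more than 1 animal. The splits that swap 1 animal leave the real labels in the other 5, so they are not free of the tissue difference. Of the 25 splits of each comparison that swapped 2 or 3 animals, that 1 split was the only one in the 7 comparisons to give as many genes as the real labels. The median over the 31 other splits was 0 genes in each comparison, with medians of 60 to 822 genes at an unadjusted p-value below 0.05. Swapping 2 or 3 animals moves the tissue difference into the residual spread, which can lower the number of calls. These medians therefore do not show how many genes would be called without a tissue difference. Swapping animal 4 exchanges a pancreas or submandibular library that lacks the markers of its tissue.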

How the results depend on the processing

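Numbers of changed genes depended on the animals included, on the scaling and on which libraries were fitted. Across the 6 fits that each left out an animal, the number ran from 947 to 2728 for parotid against pancreas, 623 to 3946 for submandibular gland against pancreas, 1104 to 4277 for sublingual gland against pancreas and 2817 to 6575 for pancreas against liver. Between glands it ran from 5 to 86 for parotid against submandibular, 2854 to 8090 for parotid against sublingual and 1281 to 8865 for submandibular against sublingual. Leaving out animal 4 gave the highest number in 5 of the 7 comparisons. That fit shared 1314 of the 1316 genes for submandibular gland against pancreas and 4064 of the 4114 for pancreas against liver.

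Trimmed-mean scaling and quantile normalisation gave 2178 and 2491 genes for submandibular gland against pancreas, 2890 and 3146 for sublingual gland against pancreas, 97 and 107 for parotid against submandibular, 2376 and 2475 for parotid against sublingual, and 1995 and 2246 for submandibular against sublingual gland. The share of higher genes moved with them. It was 51.3 and 49.4% for parotid against pancreas (14.2% in TPM as deposited), 51.3 and 51.2% for submandibular gland against pancreas (23.2%), 53.3 and 45.3% for sublingual gland against pancreas (74.8%), and 41.3 and 54.1% for pancreas against liver (22.3%). It was 48.1 and 54.9% for parotid against sublingual gland (2.15%) and 43.9 and 55.7% for submandibular against sublingual gland (2.69%). For parotid against submandibular gland it moved by less than 10 percentage points. The scalings brought the median of all genes to near 0. For parotid against sublingual gland, 1355 of the 5625 genes also passed with trimmed-mean scaling. Whether the shift of the median alone changed these shares was not tested.

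Fitting only the 12 libraries of the compared tissues gave 2582 genes for submandibular gland against pancreas, 1049 for sublingual gland against pancreas, 666 for submandibular against sublingual gland and 0 for parotid against submandibular gland (632 at an unadjusted p-value below 0.05). The filter of at least 5 TPM gave 1183 for sublingual gland against pancreas and 29 for parotid against submandibular gland. The cause was not tested. Without the animal block, all 7 numbers stayed within 1.5 times, at 1685, 1148, 1633, 3744, 40, 4921 and 2969. The fits with no filter, without the trend, with a pseudocount of 0.1 and with a minimum change of 1 also stayed within 1.5 times.

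For AMY2B, the unpaired permutation without the block left the differences as they were and moved 5 of the 10 pairs past the threshold after adjustment. These were parotid, submandibular and sublingual gland against pancreas (-3.71, -4.40 and -4.69), pancreas against liver (4.21) and parotid against submandibular gland (0.69). The sign-flip test on 6 animals cannot go below 0.03125, and with 5 animals below 0.0625, so leaving out an animal can show only direction there. Submandibular gland against liver was reversed from -0.18 to 1.33 relative to all genes except the top 100, to 0.82 with trimmed-mean scaling and to 1.51 for the 3-gene sum. Submandibular against sublingual gland ran from -0.12 to 0.42 across the fits that each left out an animal. The cause was not tested. The other AMY2B differences kept their direction under every alternative run, but not their size or p-value. The exact sign-flip p for parotid against pancreas rose from 0.03125 to 0.0938 with trimmed-mean scaling (-2.94) and 0.125 relative to all genes except the top 100 (-2.93), and that for parotid against submandibular gland to 0.125 in the latter. Parotid against liver rose from 0.51 to 1.72 with trimmed-mean scaling and 2.12 relative to all genes except the top 100. Parotid against sublingual gland rose from 0.98 (exact sign-flip p = 0.156) to 2.03 and 2.46 in the same 2 forms. Each of these had an exact sign-flip p = 0.03125 (adjusted 0.0781 and 0.0893).

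Of the neighbours, trimmed-mean scaling reversed LOC114669773 in parotid against liver (0.47) and in submandibular against sublingual gland (0.61), and LOC713027 in pancreas against liver (0.049) and in sublingual gland against liver (0.099). None of these passed the threshold in either form. With an animal left out, LOC114669773 in parotid against sublingual gland ran from -0.12 to 0.44 and LOC713027 in sublingual gland against liver from -0.36 to 0.16. The cause was not tested. Apart from reversals, 1 difference of the 3 genes became stronger under the other alternatives, and with an animal left out 2 became stronger and 2 weaker. Among the other named genes, 6 values became weaker under the other alternatives and 11 with an animal left out, all for JCHAIN or CST3 in parotid against submandibular gland. The number of marker tests that passed stayed at 73 under each alternative run.

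Count-based tests and scalings had been foreseen and were not run, because the values are TPM. Using the single highest amylase gene had been foreseen and was not run either, as AMY2B alone was already used. TPM keep no depth, so how far depth limits low genes is unknown.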

Other observations

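All tests in this part were chosen only after the result was seen. Most marker genes of a tissue were listed at a low level in the other tissues. The 14 pancreas markers stood at 0.471 to 0.849% of their pancreas mean in submandibular gland and at 0.878 to 1.58% in liver. The 17 liver markers had medians of 0.612 to 0.864% of their liver mean in the other 4 tissues, with single markers up to 24.1% in sublingual gland and 11.8% in pancreas. Y-linked genes in the 20 libraries of females averaged 1.11% of their mean in the 10 libraries of males. RNA or reads carried over between libraries may explain such levels. Y-linked reads assigned from similar X-linked genes were not tested, and the labels give no library batch.

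AMY2B in the other tissues was compared with that level. It stood at 2.67% of its pancreas mean in parotid, 1.60% in submandibular gland, 1.52% in sublingual gland and 1.85% in liver, each above all 14 pancreas markers, which reached at most 1.10, 0.849, 1.38 and 1.58%. The pancreas mean includes animal 1, where reads may have been divided differently between AMY2B and LOC114669773. Summed, these 2 genes stood at 1.42% in parotid, 0.915% in submandibular gland and 1.79% in liver, above all 14 markers, and at 1.18% in sublingual gland, within their range. In sublingual gland the AMY2B level may therefore be carry-over, and in the other 3 tissues it was above that of the markers in both comparisons. Reads of LOC713027 assigned to AMY2B would need to be only 1.37% of the LOC713027 value to give the parotid value, and TPM cannot show whether that happened. As the only source, such reads would give a similar share in each library if reads were divided alike in all animals. The share ran from 0.971 to 4.50% among the 6 parotid libraries, 4.64-fold, but whether reads were divided alike is unknown. In the submandibular gland of animal 6, with LOC713027 at 166 TPM, AMY2B was at 94.9 TPM, within the 83.1 to 131 TPM of animals 1, 2, 3 and 5. That 1 library speaks against reads of LOC713027 as the only source in submandibular gland. In parotid such reads are not excluded, and AMY2B expression there cannot be told apart from them, with or without carry-over. LOC114669773 stood at 1.102% in parotid, marginally above the highest marker at 1.096%, and at 0.743% in submandibular gland and 1.10% in sublingual gland, within the marker ranges, so carry-over may explain both of the latter. In liver it stood at 1.77%, above the markers.

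LOC713027 stood at 3.08% of its parotid mean in sublingual gland, 2.29% in pancreas and 2.84% in liver. These lie below the levels of all 4 gland genes compared (SMR3B, BPIFA2, CA6 and CST5), whose lowest were 3.58, 2.44 and 3.77%. The means of those genes were higher in submandibular gland than in parotid, whereas that of LOC713027 was lower, which favours that outcome. Relative to the summed means of both glands, LOC713027 stood at 2.30% in sublingual gland, 1.71% in pancreas and 2.12% in liver. Of the 4 genes, only CA6 was as high in each of these tissues (14.3, 2.08 and 2.84%), and at 14.3% in sublingual gland it cannot stand for carry-over there. LOC713027 was above the other 3 genes in each tissue by this reference and below them by the parotid reference. The comparison thus depends on the reference, and whether carry-over accounts for LOC713027 in these 3 tissues is not settled.

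In the submandibular gland of animal 6, LOC713027 was at 166 TPM, against 2832 to 9839 TPM in animals 1, 2, 3 and 5. SMR3B in the same library was at 141448 TPM, within the 103269 to 152354 TPM of those animals, so the piece did not lack salivary tissue. The 3-gene sum was also low, at 461 TPM against 3021 to 10125 TPM, which speaks against a different division of reads among the 3 genes. LOC713027 was 0.118% of SMR3B there, against 1.86 to 7.43%, so the scaling of the library is not the reason. Y-linked genes summed to 159 TPM, so the library came from a male, as labelled. A sequence variant of this animal against the reference, and a sample from another part of the gland, were not tested. A difference between animals in this gland's expression may be considered as a hypothesis, on the basis of 1 library.

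In the pancreas of animal 1, AMY2B was at 340 TPM and LOC114669773 at 68433 TPM, so that AMY2B made up 0.49% of the 3-gene sum, against 14.4 to 56.9% in the other 5 animals. The 3-gene sum was 69083 TPM, above the 12746 to 66110 TPM of animals 2, 3, 5 and 6, and the pancreas marker median was 13743 TPM, within their 7694 to 27078 TPM. Little pancreatic tissue is thus not the reason, and a different division of reads between the neighbouring genes may be. Whether this reflects a difference in sequence or copy number between animals was not tested.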
